A study of Mus musculus with 6 samples. Its data were reported in "Reduced LACTB expression in myeloid cells is associated with elevated succinylcarnitine and reduced Alzheimer’s disease risk" (2026).

How the data were processed

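Microglia were isolated from the brains of LACTB wild-type (WT) mice and of mice homozygous for an enzymatically dead (ED) form of LACTB, in which the serine at the centre of the catalytic site is replaced, and their polyadenylated RNA was sequenced. Brain tissue was dissociated with enzymes, debris was removed on a density gradient, and cells carrying CD11b, a surface protein of microglia and other myeloid cells, were collected with magnetic beads. There were 6 libraries, 1 per mouse, with 3 mice per genotype. Genotype and mouse number were taken from the sample titles. The submitters' processing notes name genome build GRCm38, Trimmomatic 0.36, STAR 2.5.2b, featureCounts of Subread 1.5.2 and DESeq2 with no version given. The study's methods name a human genome build and a set of tools that differs in part (STAR is in both) for its RNA-seq, with no separate statement for the mouse libraries. Whether reads were counted by strand is not given in the sources used here, so a gene and an antisense or overlapping neighbour cannot always be told apart.

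The table deposited by the authors held 15954 genes, each with a normalized signal per library, a log2 fold change, a p-value and an adjusted p-value from their own fit. The signal values deposited by the authors were read counts divided by 1 size factor per library, as their steps show. Every value was a whole multiple of a single step within its library (tolerance 0.0001 of a step), which gave 23394686 to 28122336 reads in the listed genes. The log2 fold change and p-value columns of the authors' deposited table are quoted only where that table is named. It held no gene with a mean value under 9.87, so genes below about that level were not analysed here. Of the gene identifiers, 15917 matched GENCODE M21 on GRCm38, from which coordinates were taken, and 22 gene names that were blank or had turned into dates were restored from their identifiers. Where a name stood on more than 1 row, the row with the highest mean was used.

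Values were analysed as log2(value + 1), with no further scaling and no further filter, so a fold change is on that scale and understates the change of weakly expressed genes. ED was compared with WT gene by gene with limma 3.58.1 in R 4.3.3 (a linear model with genotype only, a mean-variance trend, robust estimation off) and Benjamini-Hochberg adjustment over all genes at 0.05. A count model had been planned for deposited counts. The deposited values are normalized, and although their steps give whole reads, no gene stood at 1 read in the ED libraries, so there the size of a read was inferred from the spacing of the values. No model was fitted to these inferred reads, the planned refits with DESeq2 and with limma-voom were left out, and the authors' deposited table serves as the count-based comparison. Gene lists were tested by preranked enrichment with fgsea 1.28.0 on the signed z statistic of each gene, for lists with 5 to 500 measured members, with Benjamini-Hochberg adjustment over lists. This test permutes genes and takes them as independent, so camera, which allows for correlation between the members of a list, was run with a preset correlation of 0.01 and with an estimated correlation, and fry was run with and without direction. All adjusted p-values for genes below come from limma and those for lists from fgsea unless another test is named. A difference in the level of a list between genotypes was also tested by an exact two-sided permutation test of its mean per library. With 3 mice against 3, the smallest p that such a test allows is 0.1.

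There were 41 gene lists, fixed before the data were examined. Of these, 28 covered microglial states, immune, metabolic, translation, cell division and synaptic functions, and the neighbourhood of Lactb, and 13 were background lists of other cell types, of sex-linked genes and of the response of microglia to tissue dissociation. Too few members were measured to test 3 of the background lists for enrichment. Lists on synapses, neurotransmitter transport, vesicle fusion, cell division, interferon, tumour necrosis factor and antigen presentation follow themes that the study named for these same libraries, so their direction is not independent evidence.

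Genes named in the text follow a rule set before the data were examined. It takes Lactb, Lactb2 and Aph1b, the microglia markers Csf1r, P2ry12, Cx3cr1 and Tgfbr1, up to 10 genes per direction past the threshold with no overlap between genotypes, the 4 members with the smallest p in the direction of each list that passed, and the 3 members with the highest mean of each background list. Where fewer than 5 genes passed in a direction, the 5 with the smallest p were taken and are named as not passing, skipping predicted genes named Gm and a number, Rik or LOC. Not every gene the rule takes is reported here. Other named genes were chosen after their values were seen, and this is said beside them.

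The procedure was tested on simulated data with 15954 genes, the measured means and the spreads as estimated by limma, with 200 genes changed in each of 10 runs. It recovered 49.0% of genes changed by 0.5 on the log2 scale, 90.4% of those changed by 1 and 99.8% of those changed by 2, and 7.27% of its calls were false. A list shifted by -0.3 was recovered by fgsea in 10 of 10 runs, in data where genes varied independently. Camera and fry were not run on simulated data, so how often they would call such a shift is not known. The changed genes were drawn from those with a mean of 50 or more and the noise was normal and independent between genes, so recovery in the measured data and for weaker genes may be lower. The recovery also holds only for 200 changed genes per run, since with fewer changed genes the adjusted threshold is harder to pass. In the measured data Gpnmb, at a log2 fold change of -1.07, did not pass over all genes. Alternatives covered scaling, the minimum mean, the added constant, a replicate block, the levels of neuron, dissociation and Y-linked genes as covariates, each library left out in turn and other list tests. Further ones chosen after the data were seen were a higher minimum mean, quantile normalization, other variance models, library weights, the authors' deposited table as a gene test and leaving out a pair of libraries. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.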

Results

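RNA sequencing of isolated microglia was used to ask what loss of LACTB enzymatic activity does to these cells in the brain. LACTB is a mitochondrial enzyme related to bacterial serine beta-lactamases, and the ED mice carry an inactive form of it on both alleles. The 6 libraries comprised 3 WT and 3 ED mice. Reads in the listed genes came to 24447666, 27432421 and 23394686 in the WT libraries and 27783421, 26024924 and 28122336 in the ED libraries. Values are normalized read counts, given as the mean ± SD over 3 mice per genotype.

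The first question was whether the mutation altered the level of the Lactb transcript itself. Lactb (ENSMUSG00000032370, a protein-coding gene on the minus strand of chromosome 9 of GRCm38, from 66955388 to 66975484) stood at 1475 ± 85.0 (SD, n = 3) in WT and 1491 ± 32.8 (SD, n = 3) in ED microglia. The log2 fold change was 0.02 (SE 0.08), with a 95% interval of -0.16 to 0.19 (limma adjusted p = 1.00, exact permutation p = 0.9). Gene-level values do not read the mutated base, so they cannot check the genotype. Lactb2, another gene named for a beta-lactamase domain, was at 1550 ± 28.7 in WT and 1520 ± 119 in ED, and Aph1b, which encodes a gamma-secretase subunit and lies near Lactb on chromosome 9 from 66775202 to 66795490, was at 100.1 ± 17.5 and 112 ± 10.5. None of these differences exceeded the spread between mice by the limma test. The 15 measured genes near Lactb, all on chromosome 9, had a median log2 fold change of -0.01 with 6 higher and 9 lower, and their list did not pass (score 1.07, adjusted p = 0.475).

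Microglial identity genes were abundant in both genotypes. The growth factor receptor gene Csf1r had 299672 ± 23159 in WT and 281379 ± 7064 in ED, the purinergic receptor gene P2ry12 91514 ± 11401 and 86863 ± 11283, and the fractalkine receptor gene Cx3cr1 167265 ± 10616 and 162536 ± 6050. Tgfbr1, a TGF-beta receptor gene, stood at 48293 ± 6698 in WT and 46435 ± 3075 in ED. Their log2 fold changes lay between -0.09 and -0.04, and none passed the test. The list of homeostatic microglia genes did not pass either, with 20 of 25 members lower and a median log2 fold change of -0.03 (score -1.35, adjusted p = 0.168). It passed as lower without WT replicate 3 (score -2.06, adjusted p = 0.00136) and without ED replicate 2 (score -1.78, adjusted p = 0.00935), while the score without each library in turn reached up to 0.68.

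The main question was which genes differ between ED and WT microglia. Among the genes with the smallest p were 4 of the 30 measured disease-associated microglia genes, which microglia induce around plaques and damaged myelin, and these 4 were at lower levels in ED. Cst7, a cysteine protease inhibitor gene, was at 1076 ± 164 in WT and 602 ± 47.0 in ED, a log2 fold change of -0.83 (SE 0.12). Spp1, which encodes osteopontin, was at 1535 ± 232 and 879 ± 104 (log2 fold change -0.80, SE 0.13). The glycoprotein gene Gpnmb was at 526 ± 107 and 252 ± 64.9 (log2 fold change -1.07, SE 0.20). Fabp5, a fatty acid binding protein gene, was at 240 ± 15.1 and 160 ± 7.69 (log2 fold change -0.58, SE 0.13). For each of these 4 genes, all 3 ED mice lay below all 3 WT mice.

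These 4 genes passed when adjusted over the list alone (adjusted p between 0.00202 and 0.00847), while over all genes tested 0 passed with limma (smallest adjusted p = 1.00). Of the 30 measured disease-associated microglia genes, 25 were lower and 5 higher with a median log2 fold change of -0.09, and the other 26 did not pass over the list alone. The list fell as a group (normalized enrichment score -2.31, adjusted p = 1.11e-05). With an estimated correlation between members this call was lost (adjusted p = 0.661 by camera). The enrichment kept its direction and its call without each of the 6 libraries in turn. Counted over all lists, 6 members passed when adjusted over the list alone, against 3 without WT replicate 1, 10 without WT replicate 3 and 15 without ED replicate 3. A gene counts here in each list that holds it, as Fn1 did in the adhesion and matrix list and in the monocyte and neutrophil list. No adjustment was made for the number of lists.

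Over all 15954 genes, 0 passed at an adjusted p of 0.05 with limma. At an unadjusted p under 0.05 there were 290 genes, 194 lower and 96 higher in ED, against 797.7 expected by chance alone at that level. Genes that vary together change the spread of that count but not its expected value. A split of the 6 libraries that mixed the genotypes gave 2727 such genes, which points to a structure of the samples other than genotype. The low count by genotype is therefore not evidence that genotype has no effect. Without WT replicate 3 the count at an unadjusted p under 0.05 was 912, of which 603 were higher, and 0 passed. The authors' deposited table gave an unadjusted p under 0.05 to 231 genes and an adjusted p under 0.05 to 4, all of them lower in ED. The 4 were Cst7 (log2 fold change -0.84, adjusted p = 5.35e-05), Spp1 (-0.80, adjusted p = 0.000212), Gpnmb (-1.06, adjusted p = 0.00184) and Fn1 (-0.65, adjusted p = 0.0156) in the authors' deposited table. With libraries weighted by their quality in limma, an alternative chosen after the data were seen, the same 4 genes passed. The weights were 2.80 for WT replicate 1 and 3.23 for ED replicate 2, against 0.35 to 1.00 for the other libraries. That fit thus leaned on a single mouse of each genotype and is not separate support from 3 and 3 mice.

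Because no gene passed, the 5 genes with the smallest p in each direction are named as not passing. Lower in ED were Cst7, Spp1, Gpnmb, the fibronectin gene Fn1 at 1481 ± 209 in WT and 941 ± 117 in ED (log2 fold change -0.65, SE 0.13), and Atp1b1, a sodium pump subunit gene, at 1026 ± 39.0 and 791 ± 12.8 (-0.37, SE 0.08). Higher in ED were mostly genes with few reads. The titin gene Ttn was at 11.5 ± 3.35 in WT and 37.8 ± 5.86 in ED (log2 fold change 1.66, SE 0.32). The amino acid transporter gene Slc7a3 was at 9.18 ± 4.38 and 26.1 ± 7.47 (1.45, SE 0.40). Trib3, a pseudokinase gene of the integrated stress response, was at 7.996 ± 1.24 and 19.0 ± 3.15 (1.15, SE 0.34), and the lectin gene Cd209g, which has close relatives that can share its reads, at 54.5 ± 9.23 and 89.9 ± 13.7 (0.71, SE 0.21). AC149090.1, a gene with a clone-based name and no match in the annotation used here, was at 17288 ± 2427 and 23135 ± 2539 (0.42, SE 0.13). The 3 ED values lay apart from the 3 WT values for all 10 of these genes, and for 915 genes or 5.74% of the table, where chance gives 10%.

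**Figure D1:**
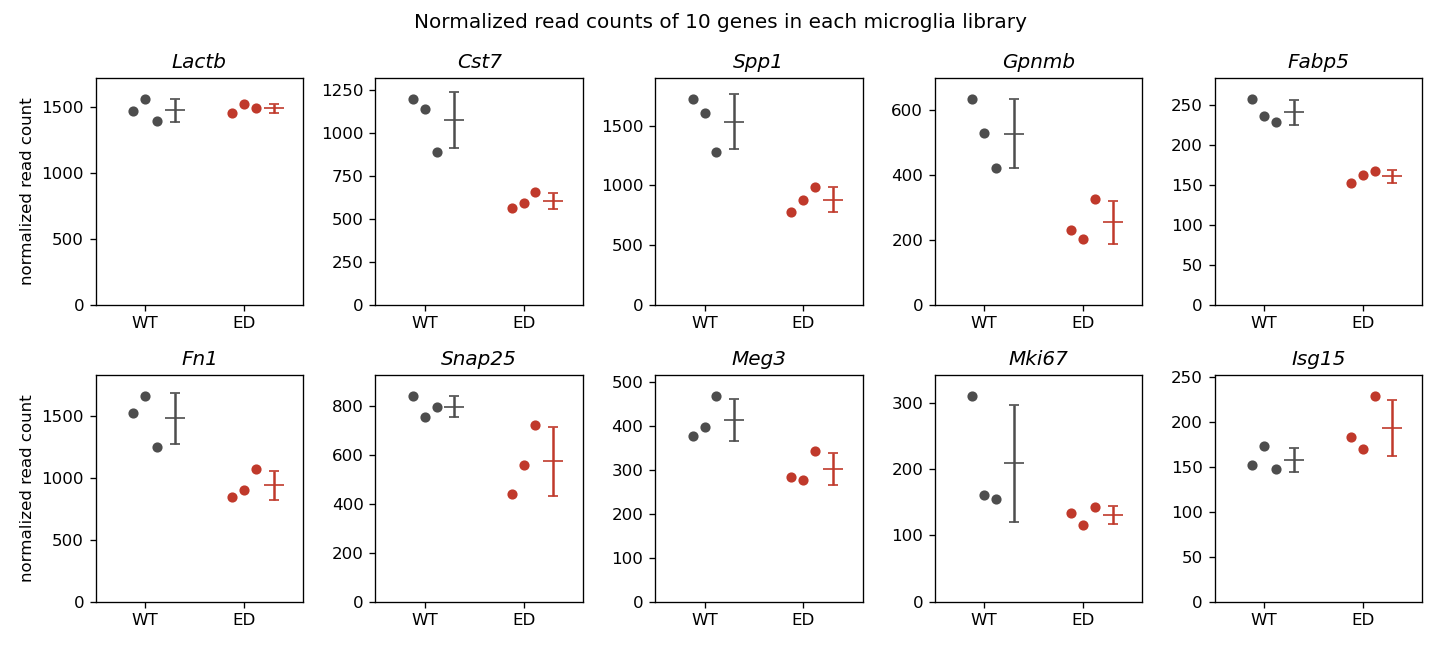
Normalized read counts (y axis, linear from 0) of 10 genes in the 3 WT (grey) and 3 ED (red) libraries, with a dot per mouse and the mean ± SD beside the dots. The ED dots lie below all WT dots for Cst7, Spp1, Gpnmb, Fabp5, Fn1, Snap25, Meg3 and Mki67, while those of Lactb overlap.

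Gene lists were then compared between genotypes, since the study described shifts of pathways in these libraries. Of 38 lists 17 passed, 13 lower and 4 higher in ED, although 9 of the 10 ways to part the 6 libraries into 3 and 3, the genotypes included, gave 17 or more. Camera with an estimated correlation called 0 lists (smallest adjusted p = 0.661), and fry called 0. Transcripts of neurons and synapses were among the lowest groups in ED. The list of neuron genes had 28 of 30 members lower, 12 of them at an unadjusted p under 0.05, and a median log2 fold change of -0.34. Among its members, the long noncoding RNA Meg3 was at 414 ± 47.8 in WT and 301 ± 36.5 in ED, the neuronal transcript Snhg11 at 155 ± 31.6 and 81.8 ± 22.2, and the neurofilament gene Nefm at 599 ± 25.8 and 474 ± 61.8. Of the neuronal synaptic vesicle release genes, 25 of 30 were lower, with Snap25, a SNARE protein gene, at 797 ± 43.2 and 574 ± 142 and the complexin gene Cplx2 at 698 ± 37.1 and 535 ± 98.6. Of the neurotransmitter transport and receptor genes, 25 of 29 were lower, with the glutamate decarboxylase gene Gad1 at 87.4 ± 5.98 and 59.6 ± 14.3. Of the synapse organization genes, 22 of 28 were lower, with the scaffold gene Shank3 at 167 ± 22.2 and 128 ± 2.24.

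As groups these lists fell, with normalized enrichment scores of -2.99 for neurons (adjusted p = 6.72e-15), -2.79 for synaptic vesicle release (adjusted p = 2.91e-11), -2.61 for neurotransmitter transport (adjusted p = 3.18e-08) and -2.45 for synapse organization (adjusted p = 1.29e-06). With an estimated correlation none of the 4 calls held (adjusted p = 0.661 for each by camera). Over all genes and adjusted over the list alone, 0 members of any of the 4 lists passed. The last 3 lists were drawn up after themes the study named for these libraries and are not independent evidence. The list of 43 fusion genes that all cells use had 26 lower and 17 higher with a median log2 fold change of -0.01, and did not pass (adjusted p = 0.234). Neuron genes were at a mean log2 level of 7.78 ± 0.09 in WT and 7.44 ± 0.20 in ED (exact permutation p = 0.1, the smallest possible, n = 3), with ED replicate 1 the lowest.

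Lists of type I interferon, MHC class I and interferon-gamma genes leaned slightly higher in ED. Of the 50 type I interferon genes, 42 were higher, with a median log2 fold change of 0.09, although of the ED libraries only replicate 3 stood above every WT library in the mean level of the list. Among the higher genes were the ubiquitin-like modifier gene Isg15 at 158 ± 13.7 in WT and 194 ± 31.2 in ED, and Dhx58, a regulator of RNA sensing, at 764 ± 95.8 and 900 ± 113. Of the 25 MHC class I presentation genes, 18 were higher, with the peptide transporter gene Tap1 at 2176 ± 17.5 and 2361 ± 145. Of the 34 interferon-gamma genes, 26 were higher, with the guanylate binding protein gene Gbp6 at 23.8 ± 8.26 and 39.0 ± 6.97. No single member of these lists passed, over all genes or adjusted over the list alone.

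As groups these 3 lists rose, with normalized enrichment scores of 2.05 for type I interferon (adjusted p = 0.000178), 2.33 for MHC class I (adjusted p = 7.97e-06) and 1.94 for interferon-gamma (adjusted p = 0.00233). With an estimated correlation the calls were lost (adjusted p = 0.873, 0.727 and 0.727 by camera). They follow the study's themes for these libraries and are not independent evidence. The type I interferon call ended without WT replicate 1 (score 1.47, adjusted p = 0.0634) and turned without ED replicate 3 (score -1.45, adjusted p = 0.0784), the library with the highest level of these genes. MHC class I lost its call without WT replicate 3 (score 1.24, adjusted p = 0.231), and interferon-gamma without ED replicate 3 (score 1.44, adjusted p = 0.0784). With the neuron level as a covariate MHC class I (score 0.86, adjusted p = 0.733) and interferon-gamma (score 1.07, adjusted p = 0.432) no longer passed, and with library weights type I interferon did not (score 0.97, adjusted p = 0.732). The neuron level was 7.70 to 7.88 in WT and 7.22 to 7.61 in ED, without overlap. That covariate therefore takes up part of the genotype difference itself, and calls that end or turn with it cannot be assigned to neuron RNA. MHC class II genes, tumour necrosis factor and NF-kB genes and pro-inflammatory cytokine genes did not pass (adjusted p = 0.653, 0.995 and 0.319), the first 2 of these also being themes of the study. MHC class II turned with the fit, from a score of -1.76 (adjusted p = 0.0274) with the neuron level as a covariate to 2.26 (adjusted p = 7.67e-05) with the Y-linked level, and was 2.01 (adjusted p = 0.00262) without WT replicate 2.

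Cell division genes were lower in ED, with 39 of 44 members lower and a median log2 fold change of -0.19. The proliferation marker gene Mki67 was at 209 ± 88.3 in WT and 131 ± 13.7 in ED, the spindle gene Nusap1 at 53.6 ± 8.59 and 32.6 ± 5.54, and the kinase gene Cdk1 at 104 ± 16.1 and 75.6 ± 3.59. The list fell as a group (score -2.16, adjusted p = 1.85e-05), a theme the study named for these libraries and so not independent evidence, and 0 members passed over all genes or adjusted over the list alone. The call was lost with an estimated correlation (adjusted p = 0.777 by camera) and without WT replicate 1 (score -0.81, adjusted p = 0.858), which held Mki67 at 311 against 161 and 155 in the other WT libraries. It was also lost with the neuron level as a covariate (score -1.17, adjusted p = 0.317), which takes up part of the genotype difference as well. DNA replication genes did not pass, with 21 of 39 lower (adjusted p = 0.224).

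Several lists of housekeeping and metabolic genes moved by small amounts. Of 80 cytosolic ribosomal protein genes 78 were lower, with a median log2 fold change of -0.08, and Rps19 was at 3585 ± 569 in WT and 3203 ± 518 in ED. Of 75 nuclear-encoded oxidative phosphorylation genes 62 were lower (median -0.05), with the ATP synthase subunit gene Atp5k at 441 ± 16.2 and 373 ± 28.3. Of 40 translation factor genes 30 were lower (median -0.06), with Eef1d at 2447 ± 151 and 2254 ± 120. Of 28 tricarboxylic acid cycle genes 22 were lower (median -0.04), with the citrate synthase gene Cs at 2599 ± 176 and 2407 ± 46.7. Of 24 cholesterol biosynthesis genes 18 were lower (median -0.07).

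These 5 lists passed the enrichment test, with scores of -2.69, -1.89, -1.77, -1.62 and -1.75 (adjusted p = 1.93e-12, 0.000348, 0.00434, 0.0423 and 0.0260), and 0 of their members passed over all genes or adjusted over the list alone. With an estimated correlation none held (adjusted p = 0.873 for the first 4 and 0.727 for the last by camera). For the first 4 the direction turned without single libraries, and also with the level of Y-linked genes as a covariate (scores 1.12, 1.70, 0.75 and 0.54). Relative to the mean of the 6 libraries, the Y-linked level was -0.28 in WT replicate 2 and -0.07 to 0.12 in the others. Y-linked transcripts were present in all 6 libraries, so that covariate does not part the sexes. It overlaps with leaving out WT replicate 2 and is not a separate check. Without ED replicate 3 the ribosomal score was 2.35 (adjusted p = 9.24e-08), that of oxidative phosphorylation 1.69, that of translation factors 0.64 and that of the tricarboxylic acid cycle 0.72. Without WT replicate 2 they were 1.28, 1.90, 1.21 and 1.00, and cholesterol biosynthesis ended at -0.79 (adjusted p = 0.877). Cholesterol biosynthesis was also past the threshold no longer without ED replicate 2 (adjusted p = 0.0501) or ED replicate 3 (adjusted p = 0.0784), nor with a block for mouse number (adjusted p = 0.0614), the Y-linked covariate (adjusted p = 0.498), library weights (adjusted p = 0.410) or ranking by fold change (adjusted p = 0.353). Ranking by fold change also ended the calls of translation factors (adjusted p = 0.171) and of the tricarboxylic acid cycle (adjusted p = 0.353), and the latter ended with upper-quartile scaling (adjusted p = 0.0763) and without the mean-variance trend (adjusted p = 0.0835). With library weights the first 4 scores were 1.42, 1.71, 0.83 and 0.70.

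The remaining lists of cell functions did not pass. Lysosome genes had 42 of 52 members lower (adjusted p = 0.0563), integrated stress response genes 19 of 25 higher (adjusted p = 0.0979), and lipid droplet genes 19 of 26 lower (adjusted p = 0.249). Adjusted p-values were 0.279 for efferocytosis genes, 0.597 for both cholesterol efflux genes and adhesion and matrix genes, 0.665 for the 11 measured mitochondrially encoded genes and 1 for carnitine and fatty acid oxidation genes. In the adhesion and matrix list Fn1 passed when adjusted over the list alone (adjusted p = 0.0158).

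**Figure D2:**
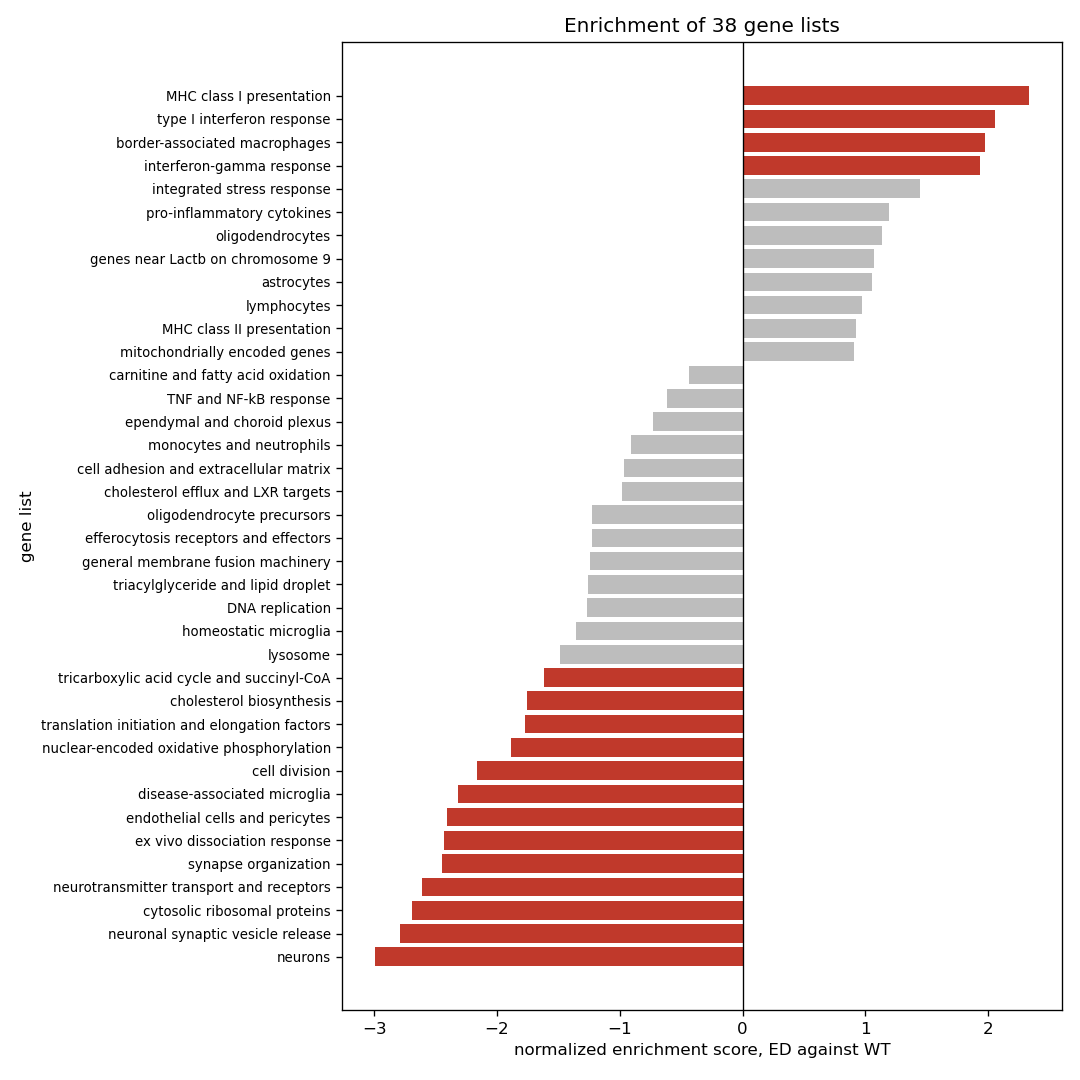
Normalized enrichment scores (x axis, no unit, ED against WT) of the 38 gene lists that could be tested (y axis), with lists at an adjusted p under 0.05 in red and others in grey. The red bars number 13 below 0, reaching -2.99 for neurons, and 4 above 0, reaching 2.33 for MHC class I presentation.

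Bead-selected fractions can carry RNA of other cells, so markers of those cells were compared as well. Astrocyte and oligodendrocyte lists did not pass. The astrocyte list had a median log2 fold change of 0.03 (adjusted p = 0.475) with the glutamate transporter gene Slc1a3 at 3729 ± 207 in WT and 4014 ± 60.2 in ED, and the oligodendrocyte list 0.07 (adjusted p = 0.400) with the transferrin gene Trf at 12178 ± 1194 and 11978 ± 758. Lists of oligodendrocyte precursors, lymphocytes, and monocytes and neutrophils did not pass (adjusted p = 0.344, 0.575 and 0.673), although Fn1 in the last passed when adjusted over the list alone (adjusted p = 0.0104). For oligodendrocyte precursors, lymphocytes and the genes near Lactb the median log2 fold changes (0.02, -0.01 and -0.01) differed in sign from the scores (-1.22, 0.98 and 1.07). Border-associated macrophage genes rose as a group, with 14 of 16 higher, a median log2 fold change of 0.11 and Cd163, a scavenger receptor gene, at 1606 ± 248 and 1868 ± 225 (score 1.98, adjusted p = 0.00233), a call lost with an estimated correlation (adjusted p = 0.727 by camera).

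Endothelial and pericyte genes fell as a group, with 20 of 22 lower and a median log2 fold change of -0.45 (score -2.40, adjusted p = 2.08e-06), a call lost with an estimated correlation (adjusted p = 0.727 by camera). Flt1, a VEGF receptor gene, was at 1348 in WT replicate 2 and between 539 and 696 in the other libraries, and without that library the call ended (score -1.20, adjusted p = 0.352). Genes of the response to dissociation, such as the immediate early gene Egr1, fell as a group with 25 of 29 lower (score -2.43, adjusted p = 1.62e-06), likewise lost with an estimated correlation (adjusted p = 0.727 by camera). Egr1 was at 10607 in ED replicate 1 and between 21693 and 34154 elsewhere, and without that library this call ended (score -0.97, adjusted p = 0.588). The border-associated macrophage call ended without ED replicate 1 (adjusted p = 0.544) or WT replicate 2 (adjusted p = 0.187), with the dissociation (score 0.87, adjusted p = 0.757) or neuron level (score -0.97, adjusted p = 0.601) as a covariate, with library weights (adjusted p = 0.251) and when genes were ranked by fold change (adjusted p = 0.123). With the neuron level as a covariate, which takes up part of the genotype difference as well, the dissociation score turned to 2.01 (adjusted p = 0.001996). Of the members of these 3 lists 0 passed over all genes or adjusted over the list alone.

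Libraries stood apart within each genotype. The first principal component of the 500 most variable genes held 37.3% of their variance and set WT replicate 2 at 23.7 against -10.4 to 4.57 for the others. That library had the haemoglobin gene Hba-a1 at 208, against 20.0 to 46.0 elsewhere. In ED replicate 3 the monocyte and neutrophil list stood 1.23 above the mean of the 6 libraries on the log2 scale, and the type I interferon list 0.36 above. In ED replicate 1 the ependymal and choroid plexus list stood 0.73 above, with the transthyretin gene Ttr at 29256, and the neuron list stood 0.39 lower (-0.39). Between genotypes the ependymal and choroid plexus list did not pass (adjusted p = 0.883). The red blood cell list had 4 measured members, all lower in ED, with a median log2 fold change of -0.51 (exact permutation p = 0.2). Y-linked transcripts such as Ddx3y, at 2148 ± 369 in WT and 2102 ± 276 in ED, were present in all 6 libraries, and the 4 of them had a median log2 fold change of 0.09 (exact permutation p = 0.6). Xist, the X-inactivation transcript, was at 48.7 ± 11.7 and 39.8 ± 13.1 (exact permutation p = 0.4).

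**Figure D3:**
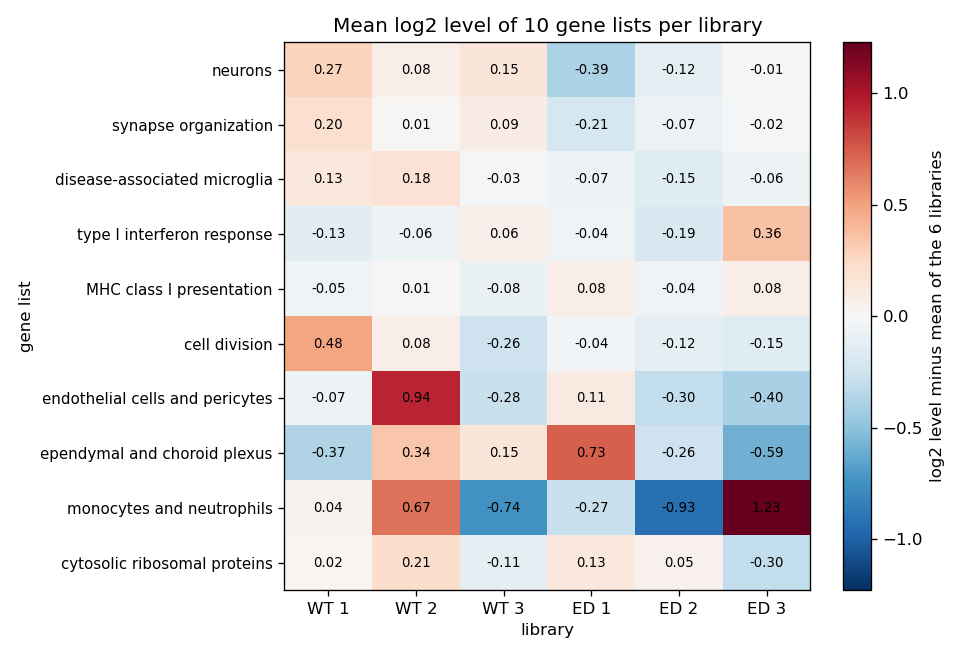
Mean log2 level of 10 gene lists (rows) in each library (columns), minus the mean of the 6 libraries, with colour and printed number giving the same value on a log2 scale. The neuron row is below 0 in all 3 ED libraries, while the highest endothelial value, 0.94, belongs to WT replicate 2 and the highest interferon value, 0.36, to ED replicate 3.

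The list calls share a limit, which is that the enrichment test treats genes as independent while members of a list varied together between mice. Camera with an estimated correlation called 0 of 41 lists, with a smallest unadjusted p of 0.0243 for neurons, and fry called 0 with and without direction, whereas camera with a preset correlation of 0.01 called 18. Whether camera with an estimated correlation or fry could call a real shift in 6 libraries was not tested. A call lost with them is therefore unproven, and not shown to be absent.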

Values the study reported

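The study compared isolated microglia of homozygous LACTB ED and control mice at 3 months of age, with n = 3.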

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

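Tests chosen after the results were seen were those with a minimum mean of 50, quantile normalization, no mean-variance trend, robust estimation, library weights, the authors' deposited table and the removal of WT replicate 2 and ED replicate 3 together, and the others were planned. DESeq2 and limma-voom were not run. Size factors of the DESeq2 kind are a property of the deposited values, and the main fit added no filter on low values, so neither gave a separate fit. The deposited values themselves held no gene with a mean under 9.87. Scores that changed sign without passing either before or after are not counted as turned, and except where a reason is given the cause was not tested.

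By limma 0 genes passed in each planned fit, with each library left out included, with a smallest adjusted p of 0.0631 under the neuron covariate. By contrast 4 passed with library weights, which leaned on WT replicate 1 and ED replicate 2, and 4 in the authors' deposited table. In the main fit 33 had an unadjusted p under 0.05 with an absolute log2 fold change over 1. The count at an unadjusted p under 0.05 was 290, and was 665 with the neuron list as a covariate, 464 with the Y-linked list as a covariate, 180 with a minimum mean of 50 (fewer genes tested), 498 without the trend, 1761 with library weights, 963 without WT replicate 2 and ED replicate 3, and 216 to 912 with a library left out. Lactb kept its place on the same side of the threshold in all 22 alternatives. For the library structure, the first component held 37.3% of the variance, and 41.2% with 5 added to each value and 36.2% to 46.6% with a library left out.

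Of the 17 gene lists, 5 passed in the same direction with each library left out, namely neurons, synaptic vesicle release, neurotransmitter transport, synapse organization and disease-associated microglia. Camera with an estimated correlation called 0 lists and fry 0 with direction and 0 without. The adjusted p with an estimated correlation was 0.661 for those 5 lists, 0.727 for MHC class I, 0.777 for cell division and 0.873 for type I interferon. With fry it was 0.971 for those 5 and 0.977 for the other 3. Scaling by upper quartile, the constants 0.5 and 5, a minimum mean of 10, quantile normalization and robust estimation gave 16 to 18 lists, and ranking by log2 fold change 13.

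No pairing by mouse number was seen throughout, as correlations of same-numbered mice after removing group means were -0.10, 0.05 and 0.27. The WT and ED libraries of replicate 3 were each other's closest match, so a pairing of some mice cannot be ruled out. With a replicate block, 0 genes passed, 403 had an unadjusted p under 0.05, 17 lists passed of which 16 were among the original ones, and 11 list members passed when adjusted over the list alone, against 6. That number of members, in which a gene counts in each list that holds it, was 12 with the neuron covariate, 29 with the Y-linked covariate, 3 with the dissociation covariate, 64 with library weights, 31 without WT replicate 2 and ED replicate 3, and 3 to 15 with a library left out.

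With the neuron list as a covariate, scores were -0.86 for neurons, 1.23 for vesicle release, 1.35 for neurotransmitter transport and 0.82 for synapse organization. That follows from the construction for the neuron genes, since the covariate is their own mean. For other lists the fit cannot decide either, since the neuron level did not overlap between genotypes and takes up part of their difference. Genes at an unadjusted p under 0.05 with an absolute log2 fold change over 1 numbered 329 in that fit, against 33 in the main fit. In the same fit the calls of MHC class I (0.86), cell division (-1.17) and border-associated macrophages (-0.97) ended, and scores were 2.01 for dissociation, -1.76 for MHC class II and 1.98 for tumour necrosis factor, which was 1.57 with the dissociation covariate. MHC class II passed in the other direction with the Y-linked covariate (2.26), without WT replicate 2 (2.01) and without WT replicate 2 and ED replicate 3 (2.00).

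With the level of the Y-linked list as a covariate, scores were 1.66 for carnitine and fatty acid oxidation, 1.12 for ribosomal proteins, 1.70 for oxidative phosphorylation, 0.75 for translation factors and 0.54 for the tricarboxylic acid cycle, and 16 lists passed, 12 of them among the original 17. The Y-linked level was lowest in WT replicate 2, so this fit is not separate from the one without that library. With library weights, scores were 1.98 for carnitine and fatty acid oxidation, 1.42 for ribosomal proteins, 1.71 for oxidative phosphorylation, 0.83 for translation factors, 0.70 for the tricarboxylic acid cycle, 0.81 for general membrane fusion and 0.97 for type I interferon. Without WT replicate 2 and ED replicate 3, in the order just given, they were 2.14, 3.68, 3.08, 1.87, 2.06, 0.89 and -1.26, with 0.67 for cholesterol biosynthesis, 1.38 for endothelial cells, 1.91 for ependymal cells and 1.57 for lysosome genes. In that fit 19 lists passed, 9 of them among the original 17.

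With a library left out, scores ranged from 1.24 to 2.57 for MHC class I, -1.45 to 2.80 for type I interferon, -2.97 to -0.81 for cell division, -3.45 to 2.35 for ribosomal proteins, -2.77 to 1.90 for oxidative phosphorylation, -1.95 to 1.21 for translation factors and -2.20 to 1.00 for the tricarboxylic acid cycle. They ranged from -1.15 to 2.13 for carnitine and fatty acid oxidation, -2.26 to 1.72 for ependymal cells, -2.16 to 1.63 for lysosome genes and -2.42 to 1.82 for monocytes and neutrophils. Other lists that were not called passed without WT replicate 3, namely homeostatic microglia (-2.06, and -1.78 without ED replicate 2), DNA replication (-1.82), efferocytosis (-1.80, and -1.70 with library weights) and lipid droplets (-1.77). Astrocytes (1.81) and oligodendrocytes (2.06) did so without WT replicate 1. The integrated stress response did so without WT replicate 2 (2.10) or ED replicate 1 (1.74), without WT replicate 2 and ED replicate 3 (2.08), with library weights (2.23) and with the dissociation (1.79) or Y-linked covariate (1.72). Depth lay between 23394686 and 28122336 reads and limits the genes with few reads, such as Trib3 and Slc7a3.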

Other observations

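The tests of neuron RNA, debris, membrane fusion, single libraries, leukocytes and border-associated macrophages were chosen after the results were seen, and the test of dissociation and the counts over splits of the libraries before.

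Trib3, a gene of the integrated stress response, and the amino acid transporter gene Slc7a3 stood above every WT value in all 3 ED mice, at few reads and without passing over all genes. The integrated stress response list had 19 of 25 members higher and did not pass (adjusted p = 0.0979). Lysosome genes leaned the other way, with 42 of 52 lower (adjusted p = 0.0563).

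Neuronal and synaptic genes were lower in ED by the enrichment test, calls lost with an estimated correlation (adjusted p = 0.661 by camera). As for less debris of every brain cell type, astrocyte and oligodendrocyte genes showed no such fall as sets. The bootstrap intervals of their medians reached no lower than -0.021, against -0.34 for neurons. Between mice the levels of these lists had SDs of 0.14 in WT and 0.10 in ED for astrocytes, and 0.22 and 0.09 for oligodendrocytes. Of 22 oligodendrocyte genes 14 were higher, but the myelin gene Mbp had a log2 fold change of -0.26, so a shared loss of debris is not excluded. A lower level of the fusion machinery in the microglia is argued against, because the median of the general fusion genes was -0.013 (95% interval -0.05 to 0.01). This interval, like the others here, resamples genes and does not cover the spread between mice. Less neuronal RNA carried over in the ED preparations remains, as neuron genes outside the synaptic lists had a median of -0.32 (95% interval -0.37 to -0.21), and their difference from the synaptic genes was -0.01 (95% interval -0.11 to 0.11). Of the 30 neuron genes 11 are also in another list, Camk2a and Snap25 stood far below the microglial identity genes Csf1r and P2ry12, and the debris gradient and CD11b beads would remove most neurons, and an effect of genotype stays open and was not tested.

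Type I interferon genes were higher in ED by the enrichment test, a call lost with an estimated correlation (adjusted p = 0.873 by camera) and one that may rest on single libraries. Without ED replicate 3 the list no longer passed (adjusted p = 0.0784) and its score turned to -1.45, and without WT replicate 1 it did not pass either (score 1.47, adjusted p = 0.0634). Blood leukocyte RNA in that library was weighed by following the interferon level against the monocyte and neutrophil level over the 6 libraries, which gave a Spearman rho of 0.49 (permutation p = 0.356) and a Pearson r of 0.66 (permutation p = 0.138). Without the 2 libraries farthest from the median leukocyte level, ED replicates 2 and 3, r was -0.67, so the relation rests on those samples and cannot be told apart from no relation with 6 libraries. An interferon response in the mouse of that library or an effect of genotype stays open.

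Disease-associated microglia genes were lower in ED by the enrichment test, a call lost with an estimated correlation (adjusted p = 0.661 by camera). A single library is argued against as the source of the enrichment, since the largest adjusted p of that test with a library left out was 0.000597, without WT replicate 1. Relative to the mean of the 6 libraries, the list level was 0.13 and 0.18 in WT replicates 1 and 2. It was -0.03 in WT replicate 3, close to the -0.15 to -0.06 of ED. The fall may thus rest on WT replicates 1 and 2, which leaving out a single library cannot show. A weaker response to dissociation in ED is argued against as the whole cause, because with that list as a covariate the adjusted p was 1.82e-06 and Cst7 kept 90.7% of its log2 fold change (-0.75, SE 0.14). Relative to the mean of the 6 libraries, the dissociation level was -0.37 in ED replicate 1 and 0.03 to 0.11 in the others. The covariate thus acts much like leaving out ED replicate 1. That adjusted p permutes genes and does not measure the spread between mice. As for fewer border-associated macrophages in ED, their genes showed no fall as a set, with a median of 0.11 (95% interval 0.04 to 0.16), against -0.09 for the disease-associated genes. That interval resamples genes, and between mice the list level had an SD of 0.13 in WT and 0.15 in ED (exact permutation p = 0.5). The rise of the border-associated macrophage genes was also lost with the dissociation covariate (adjusted p = 0.757), so this explanation is not excluded. A lower level of this programme in ED microglia stays open as a hypothesis, as does a chance difference between 3 and 3 mice.

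The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. By limma the split by genotype gave 0 genes, as did all of the others but 1, and the highest of the other splits gave 10 genes. Every split reaches a count of 0, so this comparison says nothing about chance. For gene lists the split by genotype gave 17, and the highest of the other splits 19, with 9 of the 10 splits giving as many. At an unadjusted p under 0.05 the split by genotype gave 290 genes and another gave 2727, namely WT replicates 1 and 3 with ED replicate 3 against the rest, which points to a structure of the samples other than genotype. The neuron score of -2.99 was farther from 0 than in the other 9 splits. The disease-associated microglia score of -2.31 was passed by -2.35 with WT replicates 1 and 2 and ED replicate 1 against the rest. With ED replicate 3 in place of ED replicate 1 it was -2.31 as well.

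Single libraries held extreme values for a pair of genes, chosen after their values were seen, for which the authors' deposited table gives no p-value. Capn11, a calpain gene, was at 450 in ED replicate 2 and at 4.69 or less elsewhere. The small nuclear RNA gene Rn7sk was at 1782 in ED replicate 1 and between 140 and 226 elsewhere.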
